A study of Mus musculus with 20 samples. Its data were reported in "LOXL2 deletion triggers TMJ osteoarthritis, while overexpression protects it from NF-κB-induced chondrocyte apoptosis" (2026).

How the data were processed

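RNA was sequenced from temporomandibular joint (TMJ) tissue of mice, the joint between the lower jaw and the skull. The condylar head was taken with part of the bone beneath its cartilage. All animals carried a *Loxl2* gene flanked by loxP sites and a tamoxifen-inducible Cre recombinase under the aggrecan (*Acan*) promoter, so that tamoxifen deletes *Loxl2* in aggrecan-expressing cells. The 8 control animals received vehicle and the 12 knockout animals received tamoxifen, so the drug and the deletion cannot be separated by this design. Groups and replicate numbers were taken from the sample titles, and each of the 20 libraries is a separate sample.

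The deposited table holds raw counts per Ensembl gene. The authors trimmed paired-end Illumina NovaSeq reads with a script of the sequencing company, mapped them to the mouse genome mm10 and counted reads per gene with featureCounts. The aligner, the annotation release, the use of strand and the treatment of reads with several mapping positions were not stated. Reads shared by overlapping genes, antisense genes, pseudogenes and near-identical family members are therefore uncertain, which applies here to *Bglap* and *Bglap2*, the *Dcpp* and *Amy* genes, the mast cell proteases and every pseudogene named. Of the 54532 genes in the table, 54495 were matched by identifier to GENCODE M21, which annotates the same genome build and gave symbols, biotypes and coordinates (1-based, GRCm38/mm10); 37 had no match. In all, 20340 genes had no count in any library. No value in the table lacked a sample.

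Library totals ran from 11153820 to 27045668 counts. A gene at the floor of 3 counts is at most 0.269 CPM (counts scaled by library size) in the shallowest library and 0.111 CPM in the deepest, and these limits cover counting error alone. Libraries were compared pairwise with a chi-square statistic over the 16161 genes with a mean count of at least 10, and the smallest value among 190 pairs was 32.9 per degree of freedom, so no pair of libraries held the same counts.

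Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group as design, libraries were scaled by TMM, and the quasi-likelihood F-test compared the libraries labelled knockout with control, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors (SE) of log2 fold changes were derived from the F statistic. The study used the Wald test of DESeq2, which was run here in version 1.42.0 as an alternative. CPM values use the TMM-scaled library sizes, and log2 CPM values have a prior count of 2. Single values such as *Loxl2* expression, component scores, library measures and marker lists were compared by an exact two-sided permutation test over all 125970 assignments of the 20 libraries to groups of 8 and 12. Correlations were computed within each group, with all 40320 pairings for the 8 control libraries and 100000 resamples for the 12 libraries labelled knockout. Principal components were taken from the 500 most variable tested genes.

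Gene sets were name patterns or lists written before the data were examined, and camera (limma 3.58.1) tested them with a preset correlation between genes of 0.01, with fry and an estimated correlation beside it. The curated sets of the study were not used here. Mouse Reactome sets from fgsea 1.28.0 with 10 to 500 tested genes were tested in addition. Marker lists, also written beforehand, covered skeletal muscle, neutrophil, erythroid, B cell, macrophage, mast cell, osteoclast, osteoblast and osteocyte, endothelial, adipocyte, salivary gland and Schwann cell genes. A list of neuron and glia genes and a pair of lists of mitochondrial protein isoforms were written after the values had been seen.

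Individual genes were named by a rule fixed beforehand. They are 12 genes the study text names and the lysyl oxidase family, the 5 higher and 5 lower protein-coding genes with the largest fold change among those past the threshold with a mean of at least 5 CPM, and the 5 genes with the smallest p-value. Genes named outside this rule are identified as chosen after their values were seen.

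Alternatives set beforehand were DESeq2 size factors, upper-quartile factors or library totals alone as scaling, the DESeq2 Wald test, no filter, a filter at a mean of 1 CPM, protein-coding genes alone, robust dispersion, the replicate number as a block, removal of a loess trend on gene length, a Y chromosome or skeletal muscle list as covariate, and omission of each library in turn. Removal of a GC trend, an osteoclast or an osteoblast and osteocyte list as covariate, DESeq2 on protein-coding genes alone and the 16 libraries of the block without the block were added after the data had been seen. The labels give no sequencing batch and no sex.

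The procedure was tested on simulated counts drawn from the means, sizes and dispersions of the real libraries, with 200 of 15984 genes changed by 1.5 on the log2 scale. edgeR, whose filter kept 15716 of the simulated genes, recovered 175 of the changed ones (87.5%) and called 4 unchanged genes. It called 0 of 15984 genes when no change was simulated. DESeq2, with all 15984 simulated genes, recovered 185 of the changed ones. camera called the single set that had been shifted. Genes were drawn independently of each other, so the simulation does not test camera where the genes of a set vary together. Recovery was counted for changes of 1.5 alone, which are larger than the median of 0.6 among the real calls.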

Results

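RNA-seq was performed on TMJ condylar heads from mice in which *Loxl2*, the gene of lysyl oxidase like 2, an enzyme that crosslinks collagen and elastin, was to be deleted in aggrecan-expressing cells by tamoxifen. The series holds 8 control libraries from vehicle-treated animals and 12 libraries labelled *Loxl2* knockout. Library totals were 17960940 counts ± 2839876 (SD, n = 8) in control, from 14177222 to 23795467, and 19258079 counts ± 4827038 (SD, n = 12) in the libraries labelled knockout, from 11153820 to 27045668, a difference within the spread of the libraries (exact permutation p = 0.504, two-sided). A mean of 21473 genes ± 1674 (SD, n = 8) had at least 1 count in control and 22145 ± 1571 (SD, n = 12) in the other group. The share of counts from the mitochondrial genome was 17.84% ± 2.78 (SD, n = 8) in control and 13.57% ± 3.03 (SD, n = 12) in the libraries labelled knockout, which differed by more than the spread (exact permutation p = 0.00533, 0.0267 after Benjamini-Hochberg adjustment over 5 library measures). The 10 most abundant genes took 22.95% ± 2.89 (SD, n = 8) and 19.59% ± 2.49 (SD, n = 12) of the counts (exact permutation p = 0.013, adjusted 0.0325). No sequencing batch is given in the labels, so no comparison within batches was made.

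The targeted gene was examined first. *Loxl2* (ENSMUSG00000034205, protein-coding, chromosome 14, 69609068 to 69695834, plus strand, GRCm38/mm10) was not lower in the libraries labelled knockout. Its level was 64.5 CPM ± 30.9 (SD, n = 8) in control and 101 CPM ± 26.9 (SD, n = 12) in the libraries labelled knockout, from 209 to 1818 counts and from 570 to 3135 counts per library. The log2 fold change was 0.64 (SE 0.28), with an edgeR p of 0.0323 and an adjusted p of 0.101 over all genes, and 11 of 12 libraries lay above the control median. The difference in mean log2 CPM was 0.77 (exact permutation p = 0.0271, two-sided). Control replicates 1 to 8 had 68.2, 80.6, 72.4, 103, 96.2, 29.2, 49.8 and 16 CPM. Among the libraries labelled knockout the lowest was replicate 12 with 28.8 CPM, and the others ran from 75.7 to 126 CPM. Control replicates 6 and 8, lowest of the controls in *Loxl2*, were also lowest in *Acan*. They had 2.35 and 2.22 CPM of *Acan*, and the other controls 51.1 to 276 CPM. Knockout replicates 5 and 7 also had little *Acan*, 5.18 and 9.73 CPM, but *Loxl2* at 88.6 and 126 CPM. No fit left out both control libraries, so how far the *Loxl2* difference rests on them was not tested. The alternative that moved the log2 fold change most, chosen after the data had been seen, was a list of osteoclast genes as covariate, with 0.29 (SE 0.41, adjusted p = 0.917). Over the alternatives that left out no single library it ran from 0.29 to 0.86, with adjusted p from 0.0714 to 0.917. Without knockout replicate 12 it was 0.74 and passed, with an adjusted p of 0.0313. The counts are of whole genes, so transcripts that lack the deleted exons are counted with intact ones. The animals are called by their labels below, and every direction is that of the libraries labelled knockout against control.

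Principal components of the 500 most variable genes were used to ask how far the groups separated the libraries. Component 1 held 22.6% of the variance and did not separate the groups (exact permutation p = 0.158), which accounted for 10.7% of its spread. Component 2 held 15.7% of the variance and did (exact permutation p = 0.00109, 44.5% of its spread between groups). With the 2000 most variable genes, both components separated them (exact permutation p = 0.00696 and 0.015).

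Differential expression was then tested to find the genes that differ between the groups. Of 15984 genes tested with edgeR, 3673 had an adjusted p under 0.05 (23% of the tested genes). Expression was higher in the libraries labelled knockout for 1918 of them (52.2%) and lower for 1755. Protein-coding genes made up 3481 of the calls, with 1863 higher and 1618 lower. The median absolute log2 fold change of the called genes was 0.6, and 781 differed at least 2-fold, of which 593 were higher and 188 lower. At an unadjusted p under 0.05 there were 5910 genes. The biological coefficient of variation between libraries was 37.3%. For 48 genes the groups did not overlap at all, whereas chance keeps groups of these sizes apart for 0.0016% of genes. The DESeq2 Wald test called 4219 genes, 2189 higher and 2030 lower, and shared 3629 calls with edgeR. With library totals as the only scaling, the median of all genes moved to 0.12 and 72% of 3037 calls were higher, so that changes below this size depend on the scaling. The alternative that moved the count most, chosen after the data had been seen, was a list of osteoclast genes as covariate, with 0 genes called and 1262 at an unadjusted p under 0.05. The scores of that list differ between the groups (59% of their variance), which limits what such a fit can resolve. Without control replicate 8, the number of lower genes was 988.

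**Figure D1:**
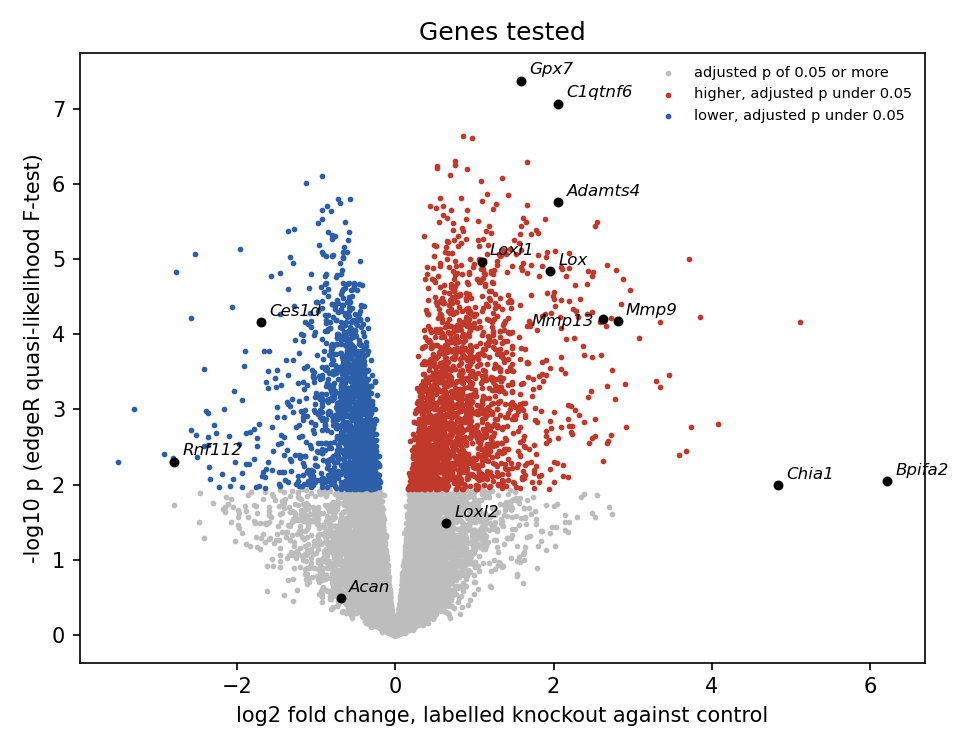
Each point is 1 of 15984 tested genes, with the log2 fold change of the libraries labelled knockout against control on the x axis and -log10 of the edgeR p on the y axis; red and blue points are the 1918 higher and 1755 lower genes with an adjusted p under 0.05. *Loxl2* lies among the genes that did not pass, and *Bpifa2* and *Chia1*, far to the right, each rest on 1 library.

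The study named 12 genes with roles in cartilage breakdown, inflammation and mitochondrial stress, several of which it reported from these samples. Of these genes, 4 were called over all genes tested and 6 when adjusted over the list alone, and since the study picked part of the list from these samples, the count over the list is not independent evidence. The DESeq2 Wald test called 5 over all genes and 9 over the list alone, removal of the GC trend 6 and 8, and removal of the gene length trend 4 and 8. With the replicate block 3 and 3 were called, and with the osteoclast list as covariate 0 and 0. Without control replicate 6 or control replicate 8, 3 were called when adjusted over the list alone. *Mmp9* (chromosome 2, 164940780 to 164955850) rose from 114 CPM ± 119 (SD, n = 8) to 806 CPM ± 634 (SD, n = 12), a log2 fold change of 2.81 (SE 0.57, edgeR adjusted p = 0.00258), with 12 of 12 libraries above the control median. *Mmp13* (chromosome 9, 7272514 to 7283331) rose from 164 CPM ± 87.4 (SD, n = 8) to 1010 CPM ± 825 (SD, n = 12), a log2 fold change of 2.62 (SE 0.53, edgeR adjusted p = 0.00254). Both followed the osteoclast list within the groups, and at equal list score their log2 fold changes were 0.06 (SE 0.19) and -0.12 (SE 0.37). *Adamts4* (chromosome 1, 171250421 to 171260637) rose from 2.49 CPM ± 1.22 (SD, n = 8) to 10.4 CPM ± 4.09 (SD, n = 12), a log2 fold change of 2.06 (SE 0.32, edgeR adjusted p = 0.00104). *Adamts5* (chromosome 16, 85856173 to 85901828) did not pass, with a log2 fold change of 0.46 (SE 0.22, edgeR adjusted p = 0.127). *Txnrd2* was lower by a log2 fold change of -0.27 (SE 0.1) at an edgeR adjusted p of 0.0487, and lost the call in 16 of the 20 fits that each left out 1 library.

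The other study genes did not pass over all genes. *Acan* (chromosome 7, 79053483 to 79115099) had 115 CPM ± 99.7 (SD, n = 8) in control and 71.3 CPM ± 65.4 (SD, n = 12) in the libraries labelled knockout, with a log2 fold change of -0.69 (SE 0.69, edgeR adjusted p = 0.489). It was -0.35 without control replicate 4 and -1.05 without knockout replicate 8, and did not pass in any of the 20 fits that each left out 1 library. *Ptgs2* had a log2 fold change of 1.01 (edgeR adjusted p = 0.0681), and passed under DESeq2 with an adjusted p of 0.0392 and with the GC trend removed at 0.0417, with a range of 0.0392 to 0.7 over the alternatives. It also passed without control replicate 1, control replicate 7 or knockout replicate 5. *Nfkb1* changed by 0.14, *Gpx4* by -0.27 and *Sod1* by -0.02 on the log2 scale (edgeR adjusted p = 0.161, 0.0825 and 0.912), and the sign of *Sod1* turned with library totals as the only scaling. *Gpx4* passed with the GC trend removed (-0.37, edgeR adjusted p = 0.0363), under DESeq2 on protein-coding genes (-0.29, adjusted p = 0.0455) and without control replicate 1 (-0.32, edgeR adjusted p = 0.0412). *Il1b* (chromosome 2, 129364570 to 129371139) was too low for the filter, with 0 to 5 counts per control library and 0 to 26 counts per library labelled knockout. With no filter its log2 fold change was 1.33 (SE 0.67, edgeR adjusted p = 0.202), and DESeq2 gave adjusted p of 0.0957 on all genes and 0.0954 on protein-coding genes, so the difference did not pass. The unadjusted edgeR p was 0.0592, and 11 of 12 libraries lay above the control median.

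**Figure D2:**
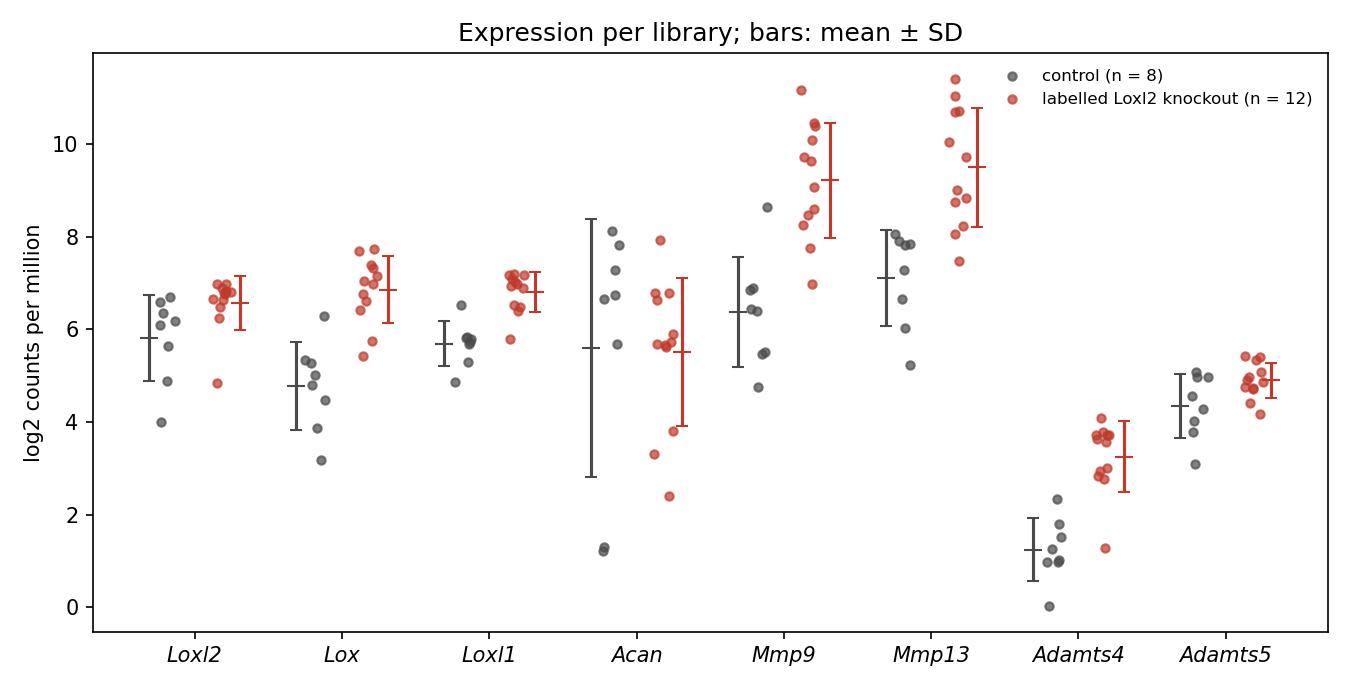
Each point is 1 library, in log2 CPM, for 8 control libraries (grey) and 12 libraries labelled knockout (red); the bars are the mean ± SD of each group. *Mmp9*, *Mmp13*, *Adamts4*, *Lox* and *Loxl1* are higher in the libraries labelled knockout, *Loxl2* is not lower, and *Acan* overlaps.

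The other members of the lysyl oxidase family were compared because they share substrates with *Loxl2*. *Lox* (chromosome 18, 52516067 to 52529867) rose from 32.8 CPM ± 21.2 (SD, n = 8) to 128 CPM ± 53.9 (SD, n = 12), a log2 fold change of 1.96 (SE 0.35, edgeR adjusted p = 0.00144). *Loxl1* (chromosome 9, 58287738 to 58313186) rose from 54.2 CPM ± 18.3 (SD, n = 8) to 116 CPM ± 29 (SD, n = 12), a log2 fold change of 1.09 (SE 0.19, edgeR adjusted p = 0.00135). *Loxl4* rose by 1.39 (SE 0.45, edgeR adjusted p = 0.0296) but did not pass without control replicate 6, control replicate 8 or knockout replicate 8, at 1.25, 1.24 and 1.16. Among 18 alternatives with all libraries or the replicate block, 12 kept its call. It was lost in the 16 libraries of the block, with or without the block terms. The skeletal muscle, osteoclast, and osteoblast and osteocyte covariates also removed it (edgeR adjusted p = 0.323, 0.779 and 0.562). *Loxl3*, at 0.55 (SE 0.28), did not pass (edgeR adjusted p = 0.153). All 5 family members had a positive log2 fold change with TMM, DESeq2 size factors, upper-quartile factors and library totals alone.

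The genes with the largest changes differed in how many libraries carried them. *Bpifa2* and *Chia1*, with log2 fold changes of 6.21 and 4.84 (edgeR adjusted p = 0.0424 and 0.0464), rested on knockout replicate 9, which had 2510 and 340 CPM. Without that library the values were 0.88 and -0.55, and neither passed. DESeq2 gave -0.56 for *Chia1*. Counting every omission, *Bpifa2* lost its call in 8 and *Chia1* in 9 of the 20 fits that each left out 1 library, among them the fits without each of control replicates 2 to 8. *Tpsb2*, *Mcpt4* and *Cma1*, which encode mast cell proteases, rose by 3.85, 3.35 and 3.3 on the log2 scale (edgeR adjusted p = 0.00246, 0.00259 and 0.00658), and 10, 11 and 11 of 12 libraries lay above the control median. Among the lower genes, *Rnf112* (-2.79) and *Aldoc* (-2.34) rested on control replicate 1, which had 68.3 and 203 CPM, and without it their log2 fold changes were -0.85 and -0.42 and neither passed. *Aldoc* lost its call in 12 of the 20 fits. *Sfrp2* fell by 1.97 and *Scube3* by 1.75 on the log2 scale, both highest in control replicate 2, and without it the values were -1.27 and -1.2 and neither passed; *Scube3* also did not pass without control replicate 1, at -1.25. *Ces1d* fell by 1.69 (SE 0.34, edgeR adjusted p = 0.00261), and 12 of 12 libraries lay below the control median.

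The smallest p-values belonged to *Gpx7* (log2 fold change 1.59, SE 0.19), *C1qtnf6* (2.06, SE 0.26), *Ostc* (0.86, SE 0.12), *Tmed3* (0.97, SE 0.13) and *Plp2* (0.76, SE 0.11), with edgeR adjusted p from 0.000674 to 0.00101. In each, 12 of 12 libraries labelled knockout lay above the control median. *Gpx7* (chromosome 4, 108400390 to 108406961) rose from 7.29 CPM ± 2.13 (SD, n = 8) to 22 CPM ± 5.74 (SD, n = 12). *C1qtnf6* (chromosome 15, 78523346 to 78531416) rose from 19.4 CPM ± 9.35 (SD, n = 8) to 81.2 CPM ± 26.4 (SD, n = 12).

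Gene sets were tested for the processes the study examined, namely mitochondrial translation, oxidative phosphorylation, matrix degradation and inflammation. With camera, 6 of 7 sets passed. Genes of the mitochondrial ribosome were lower (median log2 fold change -0.27, 74 of 77 genes lower, camera adjusted p = 8.98e-10). Nuclear genes of oxidative phosphorylation were lower (median -0.38, 81 of 86 genes, camera adjusted p = 3.6e-11), as were those of the mitochondrial genome (median -0.59, 13 of 13 genes, camera adjusted p = 0.000123). Matrix metalloproteinases and ADAMTS genes were higher (median 0.64, 27 of 31 genes, camera adjusted p = 4.45e-07), as were inflammatory response genes (median 0.76, 29 of 32 tested genes, camera adjusted p = 9.11e-08) and TNF signalling genes (median 0.27, 40 of 50 genes, camera adjusted p = 1.99e-05). Cartilage matrix genes did not pass (median 0.19, 13 of 17 tested genes higher, camera adjusted p = 0.0956). The same 6 sets passed with fry, at adjusted p from 7.25e-05 to 0.0255, and none passed with an estimated correlation between genes, at adjusted p from 0.0857 to 0.581. The signs of these medians were the same under each scaling alternative; with library totals alone, where the median of all genes was 0.12, the mitochondrial ribosome stood at -0.12 and nuclear oxidative phosphorylation at -0.23. The alternative that moved the mitochondrial sets most was the osteoclast list as covariate, with medians of 0.08, 0.11 and 0.07. In that fit camera called the mitochondrial ribosome and nuclear oxidative phosphorylation sets higher (adjusted p = 0.00522 and 0.00735), and fry called neither (adjusted p = 0.879 for both). There, 5 of 7 sets passed camera and none passed fry, at fry adjusted p from 0.178 to 0.931.

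**Figure D3:**
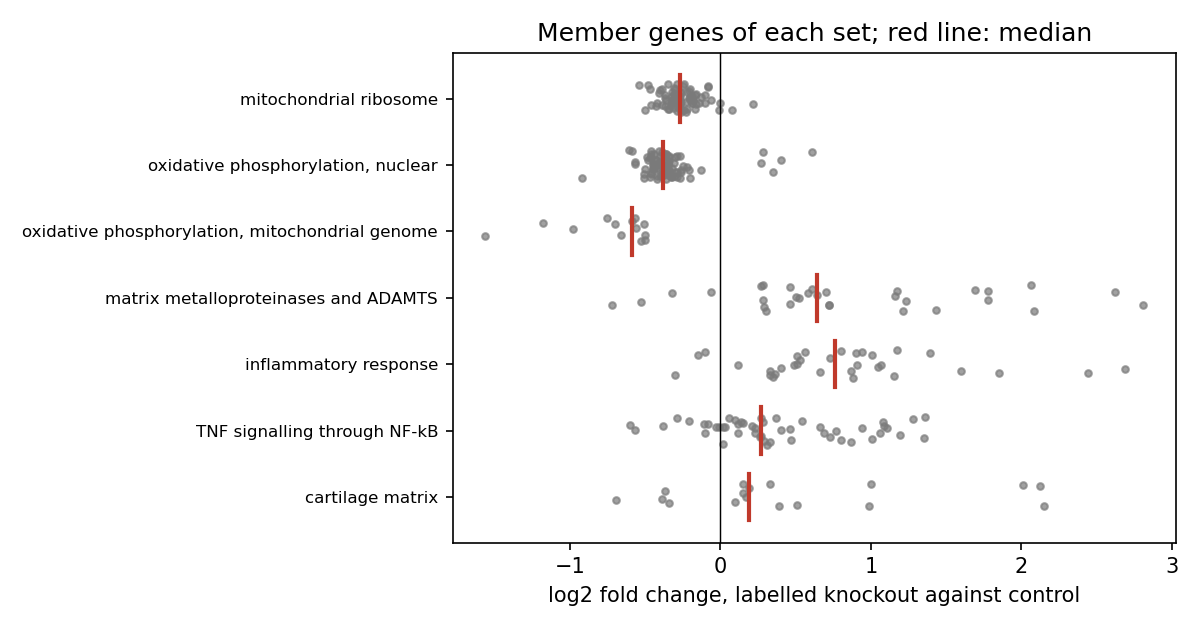
Each grey point is the log2 fold change of 1 member gene, the libraries labelled knockout against control, and the red line is the median of the set. The mitochondrial sets lie mainly below 0, with medians of -0.27, -0.38 and -0.59, and the matrix metalloproteinase and inflammatory sets above it, with medians of 0.64 and 0.76.

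Of 856 Reactome sets, 137 passed camera at an adjusted p under 0.05, of which 104 were higher and 33 lower. The lowest p belonged to the citric acid cycle and respiratory electron transport (133 genes, median -0.41, camera adjusted p = 4.09e-15, fry adjusted p = 0.0228). Extracellular matrix organization followed (214 genes, median 0.46, camera adjusted p = 1.08e-12, fry adjusted p = 0.00203). Activation of matrix metalloproteinases had a median of 1.78 over 19 genes (camera adjusted p = 4.37e-09, fry adjusted p = 0.00101). Mitochondrial translation had a median of -0.27 over 86 genes (camera adjusted p = 2.56e-09, fry adjusted p = 0.0491). Its elongation, termination and initiation sets, with 81, 81 and 80 genes, passed camera and did not pass fry (adjusted p = 0.0511, 0.052 and 0.0517).

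To ask whether libraries with less *Loxl2* had more of the catabolic transcripts, *Loxl2* was correlated with *Il1b*, *Mmp9*, *Mmp13*, *Adamts4* and *Adamts5* within each group, 10 relations in all. In control, Pearson's r ran from 0.59 to 0.79 over 8 libraries, and none passed adjustment (exact permutation adjusted p from 0.116 to 0.18). Spearman's rho there ran from 0.24 to 0.57, with exact permutation p from 0.151 to 0.582. Without the 2 libraries farthest from the median of *Loxl2*, r fell to between -0.4 and 0.15, so these values rest on those libraries. In the libraries labelled knockout, *Adamts5* rose with *Loxl2* (r = 0.7, permutation p = 0.0043, adjusted 0.043; rho = 0.69, permutation p = 0.0165, adjusted 0.165), and r was 0.51 without the 2 farthest libraries. *Adamts4* gave r = 0.7 with rho = 0.04 (permutation p = 0.0691 and 0.906), and r = 0.05 without those libraries. *Il1b* was the single gene with a negative r in the libraries labelled knockout, at -0.41 (permutation p = 0.164, rho = -0.49, permutation p = 0.109).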

Values the study reported

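For the knockout comparison, the study reported 4 242 dysregulated genes at an adjusted p-value under 0.05. Of these, 2 240 protein-coding genes were given as upregulated and 2 002 as downregulated. The vehicle group was described as 8 animals and the tamoxifen group as 12.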

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

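The test of muscle share in this part was chosen after the values had been seen. Dixon's ratio, the gap of the outermost library to its neighbour divided by the range, was computed for 58 measures in the 8 control libraries, and 4 exceeded the 95% critical value. Chance gives about 1 in 20, or 2.9 here, so the number itself is not unusual. The group of 12 libraries was not examined this way.

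All 4 belong to control replicate 8, which was the lowest control library in each. *Ostc* stood at 4.42 log2 CPM against 5.07 in the next library (ratio 0.651), *Tmed3* at 4.33 against 5.02 (0.625), *Mcpt4* at -1.57 against -0.18 (0.528), and the mean of the mast cell list, which contains *Mcpt4*, at -1.52 against -0.30 (0.542). Without this library, the log2 fold changes of *Ostc*, *Tmed3* and *Mcpt4* were 0.79, 0.89 and 3.21 and each still passed. The library also had the lowest scaling factor of the 20, 0.717, and the lowest cartilage matrix score of the 20, 1.09. Its skeletal muscle score was the highest of the control group, 12.46, which is consistent with a larger share of muscle that leaves fewer counts for genes of secretory and mast cells. A single library cannot exclude or establish this, so a larger muscle share and a true difference of this animal cannot be told apart. The choice of scaling was not tested for these ratios, and no biological explanation within the control group was tested.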

How the results depend on the processing

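Over the settings that used all libraries or the replicate block, 677 of 813 values were classed as kept. Over the fits that each left out 1 library, 811 of 880 were. A kept effect had the same direction and side of the threshold, and a kept component the same side of the threshold. Counts of genes or sets were classed as kept when they stayed near the main count, so the low of 2551 genes given below is among the kept values. The count of called genes stayed between 2987 and 4219 under the alternatives for scaling, filter, test, dispersion, gene length, GC content and the Y chromosome list, and between 2551 and 4181 without any 1 library.

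With library totals as the only scaling, 849 genes were lower, and the sign of *Sod1* turned (0.13). The median of all genes was 0.12 under this scaling. The cause of the lower count was not tested. The skeletal muscle list then differed by -0.55 and no longer passed. The correlations of the mitochondrial ribosome, nuclear oxidative phosphorylation and mitochondrial genome sets with the muscle list in control turned to -0.3, -0.17 and -0.06. The cause was not tested for these.

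With no filter, the cartilage matrix set (0.22) passed, and the cause was not tested. With the 2000 most variable genes, component 1 separated the groups, which then held 33.8% of its spread. The DESeq2 Wald test turned *Chia1* to -0.56, and to -0.57 on protein-coding genes. DESeq2 replaces outlying counts in groups of this size, and the value without knockout replicate 9 was similar. With the GC trend removed, *Sod1* turned to 0.01, a change within its SE of 0.11.

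Replicate numbers are shared by 8 pairs of libraries. Within these pairs the correlation of deviations from the group means ran from -0.36 to 0.17 with a mean of 0, and 2 of 8 were over 0.1, so the numbers do not pair the animals. With the replicate number as a block in 16 libraries, 1786 genes were called, 1100 higher and 686 lower, and the cartilage matrix median was -0.13. With the gene length trend removed as well, the counts were 1909, 1153 and 756. The same 16 libraries without the block gave 3280 genes, so most of the drop comes from the block terms and not from the 4 omitted libraries.

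With the skeletal muscle list as covariate, 788 genes were called, 449 higher and 339 lower, and 248 at 2-fold or more. Of the study genes, 2 were called, and *Sod1* turned to 0.12. With the osteoblast and osteocyte list, 646 were called, 482 higher and 164 lower, and 211 at 2-fold or more. The mitochondrial genome set (-0.3) no longer passed, *Sod1* turned to 0.16 and *Loxl3* stood at 0. The cartilage matrix set (-0.91) was called lower by camera (adjusted p = 0.00202) and not by fry (adjusted p = 0.16). With the osteoclast list, 0 genes were called in either direction, at 2-fold or among the study genes, with 1262 at an unadjusted p under 0.05. The mitochondrial ribosome, nuclear oxidative phosphorylation, mitochondrial genome and cartilage matrix medians were then 0.08, 0.11, 0.07 and -0.11, with the first of these and nuclear oxidative phosphorylation called higher by camera (adjusted p = 0.00522 and 0.00735) and not by fry. In the same fit 5 of 7 sets passed camera and none passed fry, at fry adjusted p from 0.178 to 0.931. The log2 fold changes were *Mmp13* -0.12, *Gpx4* 0.04, *Sod1* 0.29 and *Bpifa2* -0.33. Part of each drop comes from the overlap of list and group, since the groups hold 26.2%, 28.5% and 59% of the variance of these lists. How much of it does was not tested.

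With an estimated correlation between genes, 0 sets passed, with the same medians of -0.27, -0.38, -0.59, 0.64, 0.76 and 0.27 for the 6 sets that had passed. This alternative widens the error of a set whose genes vary together, which is its construction.

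Across the fits that left out 1 library, the number of lower genes ran from 988 (without control replicate 8) to 2038. *Loxl2* ran from 0.5 to 0.78 and passed without knockout replicate 12. The cartilage matrix median ran from 0.03 to 0.46 and passed without control replicate 4, control replicate 7, knockout replicate 4 or knockout replicate 5. *Sod1* ran from -0.05 to 0.06 and *Chia1* from -0.55 to 5.17. The cause was not tested beyond the omission itself.

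Of the other values, 84 changed under the settings with all libraries or the block. Of these, 78 lost their call or fell as a count and 6 gained a call. When 1 library was left out 57 changed, 53 losing a call or falling as a count and 4 gaining a call. Depth limits the result for *Il1b*, which had at most 26 counts in a library and was left out by the filter.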

Other observations

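The marker lists and the correlations with the muscle list were fixed before the data were examined. The alternatives with library totals alone, the gene length trend removed, or the Y chromosome or skeletal muscle list as covariate were also set beforehand. The remaining tests of explanations in this part, the isoform comparison and the neuron and glia list were chosen after the result was seen.

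The 3673 genes are not what an arbitrary division of the libraries gives. Of 100 splits of the 20 libraries into 8 and 12, drawn at random with the real one included, 1 gave as many genes, the real one. The highest count in another split was 33, and 95 other splits gave 0. Several technical explanations are argued against. Library totals did not differ (exact permutation p = 0.504). With library totals as the only scaling 3037 genes were called, with the gene length trend removed 3855, with the GC trend removed 3821 and with the Y chromosome list as covariate 3795.

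Levels of several tissue and cell type marker lists differed between the groups. These levels do not separate a change of tissue share from a change of expression within cells. In exact permutation tests adjusted over 12 lists, the osteoclast list was higher by 2.54 on the log2 scale (adjusted p = 0.00191, 12 of 12 libraries above the control median), the mast cell list by 2.12 (adjusted p = 0.00629, 11 of 12), the osteoblast and osteocyte list by 1.38 (adjusted p = 0.0442, 10 of 12) and the macrophage list by 1.22 (adjusted p = 0.0021, 12 of 12). The skeletal muscle list was lower by a difference of -0.69 (adjusted p = 0.049, 1 of 12 above the control median). The neutrophil (1.83, adjusted p = 0.0796), erythroid (-1.1, 0.0774), B cell (-0.53, 0.266), salivary gland (0.96, 0.299), adipocyte (-0.38, 0.605), endothelial (-0.15, 0.363) and Schwann cell (-0.16, 0.866) lists did not pass exact permutation tests after adjustment. None of the study genes is in these lists, and 1 gene of the neutrophil list is in another set. Bone was part of the tissue collected, so the osteoclast and the osteoblast and osteocyte genes belong to it. The abundant osteoclast genes moved together, *Ctsk* by a log2 fold change of 2.68 and *Acp5* from 131 to 946 CPM, while *Ckm* of muscle went from 7260 to 4340 CPM.

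A lower share of muscle alone would raise the other lists alike. The osteoclast list rose by 2.69 against the endothelial list (exact permutation p = 0.000294) and by 1.16 against the osteoblast and osteocyte list (exact permutation p = 0.00547), which argues against muscle dilution as the whole cause. Whether a larger osteoclast share accounts for the whole pattern remains open. With the osteoclast list as covariate 0 genes were called and 1262 had an unadjusted p under 0.05, but the groups hold 59% of the variance of that list, so osteoclast share and group cannot be told apart over all genes. A larger amount of bone of the same composition would raise the osteoclast and the osteoblast and osteocyte lists alike. The difference of 1.16 between them argues against it as the whole cause of the osteoclast rise, as far as list means go. Single bone genes may differ from their list. *Col1a1*, a collagen gene of bone and other tissue chosen after its values were seen, also rose. It ran from 1120 to 10300 CPM in control and from 3710 to 35000 CPM in the libraries labelled knockout. At equal osteoblast and osteocyte score *Mmp9* was still higher, by 1.65 (SE 0.36, edgeR adjusted p = 0.0186, from 5.85e-06 to 0.973 over the alternatives). Bone of another composition in the dissected piece stays open. More osteoclasts may also reflect the deletion or the tamoxifen given to this group and not to control, which the design does not separate.

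For *Mmp9* and *Mmp13* the within-group values bear on this directly. *Mmp9*, which is not in the osteoclast list, correlated with it at r = 0.95 in control (n = 8, exact permutation p = 0.00109, adjusted 0.00291 over 8 relations, rho = 0.86 with exact permutation p = 0.0107) and 0.99 in the libraries labelled knockout (n = 12, permutation p = 1e-05, the smallest the resamples can give, adjusted 8e-05, rho = 1 with permutation p = 1e-05). *Mmp13* gave r = 0.79 (exact permutation p = 0.0178, adjusted 0.0355, rho = 0.86 with exact permutation p = 0.0107) and 0.95 (permutation p = 3e-05, adjusted 0.00012, rho = 0.96 with permutation p = 1e-05). Without the 2 farthest libraries r was 0.95 and 0.99 for *Mmp9* and 0.95 and 0.96 for *Mmp13*. At equal list score the log2 fold change of *Mmp9* was 0.06 (SE 0.19). A candidate explanation of the rise of both transcripts is therefore a larger share of osteoclasts, or of cells that vary with them. The correlations do not show which cells made either transcript, and none was computed with the osteoblast and osteocyte list. At equal osteoblast and osteocyte score *Mmp13* was still higher, by 1.51 (SE 0.38, edgeR adjusted p = 0.0302). A change in the level of either transcript within osteoclasts, osteoblasts or chondrocytes stays open. *Adamts4* and *Adamts5* behaved otherwise, with r of 0.62 and 0.75 in control (exact permutation adjusted p = 0.133 and 0.0526) and 0.41 and 0.11 in the libraries labelled knockout (permutation adjusted p = 0.209 and 0.722). At equal list score *Adamts4* was 1.36 (SE 0.43, unadjusted p = 0.00458, adjusted 0.592, from 6.6e-09 to 0.592 over the alternatives), so for this gene a larger osteoclast share and a change of its own cannot be told apart, since a single gene does not survive adjustment.

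The lower oxidative phosphorylation genes may reflect less muscle. Among cytochrome c oxidase subunits and adenine nucleotide carriers, some proteins have a muscle isoform and a widely expressed one. The muscle isoforms fell, *Cox6a2* by a difference of -0.48, *Cox7a1* -0.55, *Cox8b* -0.55 and *Slc25a4* -0.47, while the widely expressed *Cox6a1* (0.63), *Cox8a* (0.43) and *Slc25a5* (0.63) rose and *Cox7a2* (-0.33) did not. The mean of the muscle isoforms minus that of the others differed by -0.85 (3.33 ± 0.44 SD in control, n = 8, against 2.47 ± 0.49 SD, n = 12, exact permutation p = 0.00161), and 12 of 12 libraries labelled knockout lay below the control median. A fall of mitochondrial transcripts in all cells alike would have lowered both kinds. A change within muscle fibres stays open, as does a fall beyond the muscle share. With the muscle list as covariate the nuclear oxidative phosphorylation set stood at -0.14 (79 of 86 genes lower, camera adjusted p = 0.00152, fry adjusted p = 0.382) and the mitochondrial genome set at -0.29 (13 of 13 lower, camera adjusted p = 0.0124, fry adjusted p = 0.212), so camera still called both and fry neither. Over the alternatives the camera adjusted p ran from 2.3e-18 to 0.281 and from 4.61e-07 to 0.63.

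For the mitochondrial ribosome no such isoforms were compared. Its mean followed the muscle list within the groups, r = 0.78 in control (exact permutation p = 0.0208, adjusted 0.0586 over 6 relations, rho = 0.71, exact permutation p = 0.0576) and 0.66 in the libraries labelled knockout (permutation p = 0.0188, adjusted 0.0586, rho = 0.76, permutation p = 0.0065, adjusted 0.0218). Without the 2 farthest libraries r was 0.44 and 0.51, and with library totals as the only scaling the control value was -0.3. The nuclear oxidative phosphorylation set gave r = 0.59 and 0.63 (exact permutation adjusted p = 0.146, and 0.0586 by permutation), with rho = 0.74 and 0.75 (exact permutation adjusted p = 0.0864, and 0.0218 by permutation), and r = 0.32 and 0.44 without the 2 farthest libraries. The mitochondrial genome set gave r = 0.31 and 0.52 (exact permutation adjusted p = 0.46, and 0.126 by permutation), with rho = 0.05 and 0.39 (exact permutation adjusted p = 0.935, and 0.253 by permutation), and r = -0.2 and 0.06 without those libraries. With the muscle list as covariate the median of the mitochondrial ribosome was -0.07, where camera still called it (adjusted p = 0.0176, from 7.08e-16 to 0.281 over the alternatives) and fry did not (adjusted p = 0.382). A lower muscle share and a fall within other cells therefore cannot be told apart for this set, since the 2 set tests disagree.

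*Loxl2* was not lower in the libraries labelled knockout. The scaling of the libraries is argued against, since with library totals alone the log2 fold change was 0.76. More bone tissue that hides a decrease in cartilage remains open. With the osteoblast and osteocyte list as covariate *Loxl2* stood at 0.4 (SE 0.28), which shows no decrease, but the share of *Loxl2* counts that comes from aggrecan-expressing cells is unknown. The labels hold 8 control and 12 knockout libraries, as the study describes its groups, which argues against an exchange of the groups as a whole. An exchange of some labels cannot be told apart from a lack of effect, since whole-tissue counts do not show in which animals the gene was deleted. For *Loxl2* alone the unadjusted edgeR p was 0.0323 and the exact permutation p 0.0271. Adjusted over all genes, the edgeR p was 0.101. Without knockout replicate 12 the difference passed over all genes, with an edgeR adjusted p of 0.0313. Whole-gene counts of a transcript that lost an exon were not separated here. By immunohistochemistry, the study reported less LOXL2 and ACAN and more MMP13 in its knockout mice. That is protein in joint sections, which counts of RNA from the whole tissue neither repeat nor contradict. The osteoblast and osteocyte covariate moved *Acan* from -0.69 to -2.67 (SE 0.56, edgeR adjusted p = 0.0157, from 0.0157 to 0.796 over the alternatives). At equal bone score *Acan* was thus lower in the libraries labelled knockout.

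Single libraries carried some of the largest changes. Knockout replicate 9 had 4431 counts of *Smr3a*, 1655 of *Dcpp1*, 1094 of *Pip* and 9884 of *Amy1*, against at most 22, 8, 43 and 1753 in any other library. It had the highest count of 8 of 9 salivary gland genes found, with *Aqp5* the exception. *Bpifa2* itself is among these 8 genes, so its own count is no separate evidence. Salivary gland tissue in this sample is a candidate source of its *Bpifa2* and *Chia1* counts. Control replicate 1 had 3107 counts of *Snap25* against at most 445 in the other control libraries and 661 in knockout replicate 6, and the highest count of 8 of 10 neuron and glia genes, with *Camk2a* and *Nrgn* the exceptions. Nervous tissue in this sample is a candidate source of its *Rnf112* and *Aldoc* counts. *Elovl5*, chosen after its values were seen, had 1080 CPM in knockout replicate 4 and 12 to 98.3 CPM in the others, with no explanation tested.

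Some genes stood at separate levels that did not follow the groups. Of 14814 genes with a mean of at least 1 CPM, without *Xist* and Y chromosome genes, 9 had a gap of at least 3 on the log2 scale with at least 3 libraries on each side, and 7 of these (77.8%) were pseudogenes, which make up 3.28% of the genes examined (exact Fisher p = 1.33e-09). *Gm9825* (chromosome 6, 7982541 to 7983383) and *Atp6v0c-ps2* (chromosome 6, 37806086 to 37806550) were high in the same 8 libraries, so that 20 of 20 libraries were parted alike. Among the 20 pairs of these pseudogenes on different chromosomes, 10 to 16 libraries were. *Fa2h*, a protein-coding gene with such a gap, lies on chromosome 8 with *Gm8730*, and this pair parted 12 libraries alike. The linked pseudogenes on chromosome 6 are consistent with a genetic background that still segregates between the animals, as a hypothesis that rests on this pair, and linkage is not shown to be the reason for the match. Reads shared with a near copy cannot be told apart as a contributor, because the handling of reads with several positions is not stated. *BC002163* was high in 5 of 12 libraries labelled knockout and 0 of 8 control libraries, so background is one way in which the groups may differ.

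Levels of *Xist* and *Ddx3y* were also read per library, as values alone. In control replicates 1 to 8, *Xist* stood at 428, 199, 0, 192, 241, 272, 1.55 and 0.459 CPM and *Ddx3y* at 0, 0, 77, 0, 0, 0, 38.5 and 66 CPM. In knockout replicates 1 to 12, *Xist* stood at 346, 336, 0, 0.137, 0, 205, 0.0494, 0, 0.276, 370, 316 and 210 CPM and *Ddx3y* at 0, 0, 40.7, 39, 57.7, 0.0762, 53.5, 47.8, 36, 0, 0 and 0 CPM. In control, 5 libraries thus had *Xist* from 192 to 428 CPM and no *Ddx3y*, and 3 had *Xist* of at most 1.55 CPM and *Ddx3y* from 38.5 to 77 CPM. The study describes as many males as females in the vehicle group, which differs from these levels. In the libraries labelled knockout the levels fell into 6 and 6. How the difference in control arose was not tested, and it leaves open whether every label is right.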
